# 3D spheroid culture to examine adaptive therapy response in invading tumor cells

**DOI:** 10.1007/s44164-022-00040-x

**Published:** 2023-03-15

**Authors:** Felix Weiss, Nader Atlasy, Vince van Reijmersdal, Henk Stunnenberg, Cornelia Hulsbergen-Veelken, Peter Friedl

**Keywords:** 3D matrix culture, Spheroid, Cancer invasion, Resistance, Therapy response, Irradiation, Molecular profiling, RNAseq

## Abstract

3D in vitro culture models of cancer cells in extracellular matrix (ECM) have been developed to investigate drug targeting and resistance or, alternatively, mechanisms of invasion; however, models allowing analysis of shared pathways mediating invasion and therapy resistance are lacking. To evaluate therapy response associated with cancer cell invasion, we here used 3D invasion culture of tumor spheroids in 3D fibrillar collagen and applied Ethanol-Ethyl cinnamate (EtOH-ECi) based optical clearing to detect both spheroid core and invasion zone by subcellular-resolved 3D microscopy. When subjected to a single dose of irradiation (4 Gy), we detected significant cell survival in the invasion zone. By physical separation of the core and invasion zone, we identified differentially regulated genes preferentially engaged in invading cells controlling cell division, repair, and survival. This imaging-based 3D invasion culture may be useful for the analysis of complex therapy-response patterns in cancer cells in drug discovery and invasion-associated resistance development.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s44164-022-00040-x.

## Introduction

The development and adaptation of 3D in vitro cell culture models as a platform for drug screening and to evaluate therapy response has advanced preclinical research by improving in-vivo relevance compared to classical 2D culture models [16]. Spheroid- or organoid-based cultures in 3D ECM, including reconstituted basement membrane and/or fibrillar collagen I, recapitulate aspects of the tumor microenvironmental ECM composition and stiffness as well as cell–cell and cell-ECM interactions [9]. 3D spheroid or tumoroid culture models have further been developed to reveal patterns and mechanisms of cancer cell invasion into ECM, a process relevant for initiating cancer metastasis [20]. Recent preclinical work suggested, that cell-ECM interactions involved in cancer cell invasion, including engagement of integrin adhesion receptors, also support DNA repair and cancer cell survival [5]. Invasion programs are further implicated in countering cell death, supporting metabolic adaptation, stemness, and survival mechanisms and, thus, contribute to therapy resistance in invading and metastatic cancer cell subsets [22].

We recently developed a 3D invasion culture model, which enables to study therapy response in invading cells [21]. Here, we improved the imaging capabilities by applying an optical clearing procedure, which allows quantification in deeper imaging planes and in the spheroid core. Additionally, we show that RNA sequencing techniques can be used for the identification of differentially regulated genes and pathways in the spheroid core and invasion zone.

## Methods

### Cell culture

Metastatic human melanoma cells (MV3) stably expressing H2B-GFP [21] or FUCCI sensor [15] were cultured in Dulbecco’s Modified Eagle Medium (DMEM; Gibco, 10,938) supplemented with 10% fetal bovine serum (FCS; Sigma, F7524), 100 U/ml penicillin and 0.1 mg/ml streptomycin (Pen-Strep; Sigma, P4333), 1 mM sodium pyruvate (Gibco, 11,360–039), and 2 mM L-Glutamine (Gibco, 25,030–024). The H2B-GFP signal was used for visualization of the nuclear chromatin, including nuclear integrity, and fragmentation [21].

### Spheroid formation

For the formation of spheroids, the hanging drop method was used. Cells at a high confluency (90%) were washed with PBS and detached with 2 mM EDTA (Invitrogen, 15,575,020) in PBS for 7 min at 37 °C. The lid of a 15 cm dish was filled with 100–120 droplets (30 µl per droplet including 5000 cells) of cell suspension containing culture medium, 4.8 mg/ml methyl cellulose (Sigma-Aldrich, M6385), and 10 µg/ml bovine dermis collagen I (PureCol, Advanced BioMatrix Inc., 5005). The dish was flipped and 5 ml of sterile PBS was added to the bottom dish to prevent dehydration. Subsequently, the dish was placed in the humidified incubator (37° C, 10% CO2) for 24 h. The concentric morphology of the spheroids, including circular shape, homogenous size distribution, compactness, and well-defined edges, was verified using bright-field microscopy, and spheroids were collected by gentle aspiration. Depending on the used cell type and experimental aim the concentration of methyl cellulose (2.4 or 4.8 mg/ml), spheroid size (500–5,000 cells/sph), droplet size, concentration of collagen, and duration of spheroid formation can be fine-tuned. Here, the higher concentration of methyl cellulose and the addition of collagen enhances MV3 melanoma cell aggregation. Compared to melanoma cells, epithelial cancer cells often require less methyl cellulose and collagen as aggregation enhancers because of their effective aggregation via adherens junctions.

### 3D invasion assay

The spheroids were washed three times with culture medium and stored in 0.5 – 1 ml of culture medium to be added to the collagen solution. Typically, 6 spheroids per experiment and condition were embedded 6 individual gels of non-pepsinized rat tail collagen I (Corning Inc., 354,249) solution (final concentration: 5 mg/ml). Collagen solution was prepared according to the manufacturer’s protocol (Alternate Gelation Procedure). Briefly, to obtain a total volume of 1.5 ml, 120 µl of 10 × PBS, 14.01 µl of 1 N NaOH (2% of collagen volume), and 283.86 µl of 80 mM HEPES buffer in MilliQ water were mixed and all steps were performed on ice. A volume of 782 µl of non-pepsinized rat-tail collagen type I stock solution (9.59 mg/ml) was added and mixed gently but thoroughly by pipette aspiration (15 s) to reach uniform distribution and pH within the solution, followed by the addition of 300 µl cell culture medium containing the spheroids. The collagen solution was carefully but thoroughly mixed by pipette aspiration and rolling the tube until a homogenous, interface-free aspect of the solution was reached. Per well (12-well plate), a single spheroid in the final collagen solution was identified by eye and picked up with a P200 pipette in a volume of 100 µl and added as a central drop. After filling of the complete plate with collagen drops, duplicate spheroids were removed with a P20 pipette. Next, the plate was incubated at 37 °C upside down for 90 s and then flipped every 60 s to avoid sedimentation of the spheroid until collagen polymerization was complete. Collagen polymerization was detected as gelification and milky appearance typically reached after 7 min. Afterincubation for further 30 min at 37 °C, cultures were overlaid with prewarmed medium (2 ml, 37 °C) and culture medium was replaced every 2–3 days upon consecutive long-term culture. The spheroids could be cultured for 7–10 days. Samples with 2D growth of cells between the well bottom and collagen gel were discarded.

### Irradiation of spheroid invasion cultures

After 2 days of culture, with invasion fully established, spheroid cultures were irradiated with a single dose of 4 Gray X-rays (X-RAD 320ix, at 3.08 Gy/min, 12.5 mA, 320 kV, 2 mm aluminum filter). Unirradiated samples were also carried to the radiation facility to account for the effect of temperature and gas fluctuations during transport.

### Sample staining and clearing

Spheroid samples in 3D collagen were fixed in 4% PBS-buffered paraformaldehyde (PFA) (30 min, 37 °C), washed twice with PBS-T (PBS supplemented with 0.1% Tween), and washed 3 further times with PBS (5 min, 20 °C). Samples were transferred to a 48-well plate using tweezers and stained with AlexaFluor568-phalloidin (Invitrogen, A12380; 330 nM) in 0.1% Triton X-100 (Sigma, T8787), 1% bovine serum albumin (BSA; Sigma) in PBS overnight (4 °C), washed 3 times with PBS (5 min, 37 °C) and twice with 0.05% NaN_3_ in PBS (5 min, 37 °C). For optical clearing of the samples, the Ethanol-ethyl cinnamate (EtOH-ECi) clearing protocol was adapted [7]. Samples were dehydrated with ethanol (800 µl) at increasing concentrations (50%, 70%, 100%; applied twice for 75 min at 4 °C) (Fig. 1A). EtOH solutions 50 and 70% were adjusted with sodium hydroxide (Sigma, 1310–73-2) to pH 9 at 4–8 °C. Samples were then transferred to 400 µl of ECi for refractive index matching (1.558) in polypropylene tubes (Micro Tube 1.5 ml, Sarstedt, 72.690.001) and incubated (75 min, 20 °C), after which ECi was refreshed (400 µl) for sample storage (20 °C; for up to a week). This procedure preserved the fluorescence of GFP and AlexaFluor568.

**Fig. 1:**
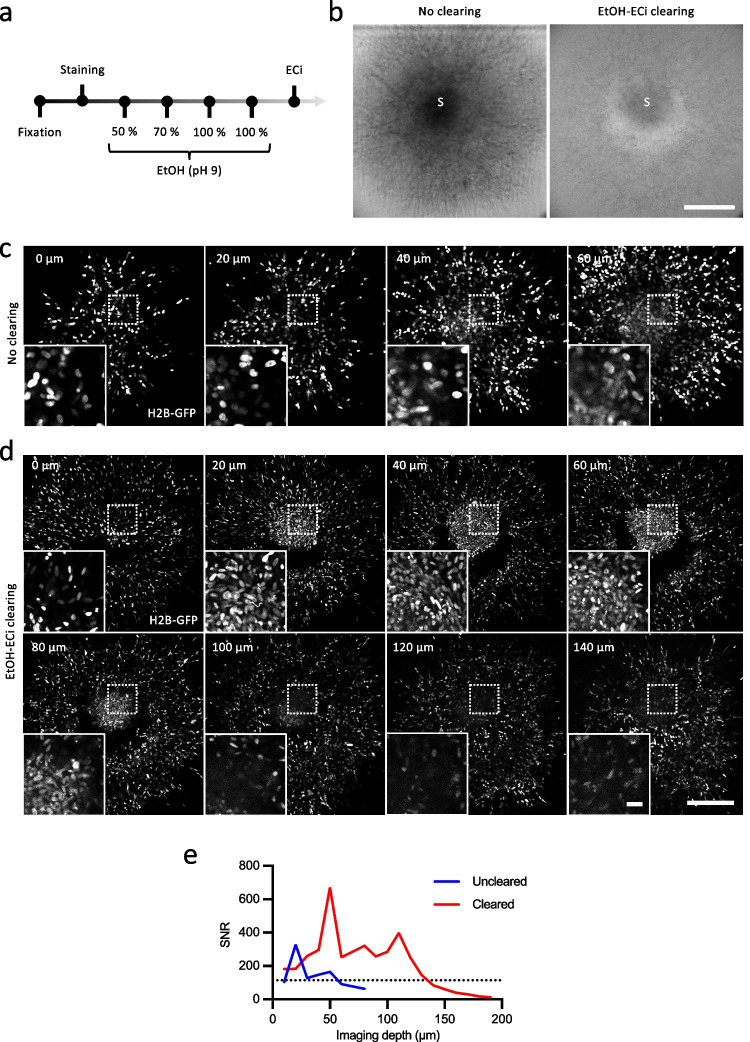
EtOH-ECI clearing of invading spheroids. **a** Steps of sample dehydration and refractive index matching by ECi. **b** MV3 spheroids (S) 2 days after embedding in collagen I without or with EtOH-ECi clearing imaged by brightfield microscopy. Subsequent (10 µm) z-slices from confocal microscopy without (**c**) and with clearing (**d**) showing H2B-GFP signal. Subcellular detail in insets. Scale bar, 200 µm. **e** Signal-to-noise ratio (SNR) as a function of imaging depth, from spheroids of panels (c) and (d). Dashed line indicates threshold for possible segmentation of nuclei

### Microscopic imaging

Samples were scanned in 3D by confocal microscopy (Zeiss LSM 880, Nikon Plan Apo 10 × /0.45 DICII objective, 2 × zoom). For quantification of invading cells in cleared samples, three z-slices at 10 µm steps were acquired from the spheroid center, defined as the z-plane with a maximum diameter of the rim of the core. For representative quantification, at least one quadrant of the spheroid perimeter and invasion zone were imaged as a 3 × 3 tilescan. For quantification of the core and rim, the entire spheroid was imaged with z-slices at 6 µm steps and a total depth of 360 µm.

### Image analysis

Images were processed using Fiji (2.3.0/1.53q) [17]. The boundary between the spheroid rim and invasion zone was defined manually, based on the transition from compact cell organization towards a phase of individualizedcell bodies and polarization of cells towards the invasion front, using the polygon selection tool and Fit Ellipse command to straighten the selection outline. The boundary between the core and rim was defined by the transition from compact ring to the cell-rich mass inside the hollow core. The region of automated single-cell segmentation in the invasion zone was defined as one random quadrant originating from the centroid of the spheroid core. For analysis of the core the inside region of the rim was used and for the rim the inside and outside boundaries of the rim. Segmentation of cell nuclei (H2B-GFP channel) was performed for the core and the invasion zone separately. The images were pre-processed by applying a Gaussian blur filter (σ = 1.5 scaled). To account for the heterogeneity of signal intensity and contrast caused by variable z-position of nuclei, local adaptive thresholding (Auto Local Threshold, Phansalkar method [13]) was performed, followed by Median filtering (radius = 3) and separation of adjacent nuclei (Watershed function). Nuclei were segmented using the Particle Analyzer (size 45–700 µm). The absolute number of nuclei in each slice in the core or invasion zone and their average per slice were quantified. The distance from each segmented nucleus to the centroid of the spheroid was calculated to estimate the distance migrated by each cell. Fragmented nuclei were detected as small fragments (3–25 µm^2^) of the segmented H2B-GFP event within 20 µm radial distance using the Automated Cellular Analysis System (ACAS, MetaViLabs, Austin TX, USA) [21]. For MV3 cells after irradiation, fragmentation of the nuclei after irradiation is associated with the induction of activated caspase-3 and, hence, considered apoptotic [21]. Mitotic events were counted manually, based on condensed chromosomes of variable positioning with high fluorescent intensity in the H2B-GFP channel combined with the lack of a nuclear contour. Signal-to-Noise ratio (SNR) as function of imaging depth was calculated for each slice from the mean intensity of the upper 5% of the histogram (*I*_*mean*_). In a dark region mean intensity (*B*_*mean*_) and standard deviation (*SD*_*mean*_) of the background were measured. The SNR was calculated as (*I*_*mean*_*-B*_*mean*_)/*SD*_*mean*_. 3D reconstructions and lateral views were generated with Imaris (9.9.1).

### Image-guided dissection of 3D spheroids

MV3 H2B-GFP spheroids with a diameter of 1 mm (50,000 cells) were cultured for 2 days. For RNA isolation and RNA sequencing, approximately 10fold higher numbers of cells were required, compared to samples used for sample clearing and 3D microscopy. After replacing the medium by PBS, samples were transferred to a sterile fluorescence stereomicroscope for image-guided dissection (Leica MZFLII, 0.125 NA., EL6000external light source, GFP Plus filter sets). PBS was removed and the core was punched out using a 1 mm biopsy puncher (Miltex, Sterile Biopsy punch with plunger, #3331AAP/25) by pressing the punch down around the spheroid core and sucking it out using the punch plunger. The core sample was released into a sterile 1.5 ml Eppendorf tube and immediately placed on dry ice for snap-freezing. The corresponding invasion zone was controlled for any left-over core region, recognizable by much brighter fluorescence, and removed from the collagen gel with a 3 mm biopsy puncher (Miltex, Sterile Biopsy punch with plunger, #3332P/25). Exclusion criteria were ellipsoid-shaped spheroids, unsuccessfully punched spheroids, and ruptured collagen gels. Samples were stored at − 80 °C until RNA extraction.

### RNA sequencing

RNA was isolated using an RNA isolation kit (Qiagen, RNeasy Micro Kit) according to the manufacturer’s protocol. RNA concentration was measured using a NanoDrop 2000 (ThermoFisher) and stored at − 80 °C. The integrity and quality of RNA were evaluated using the Experion RNA HighSens AnalysisKit (Biorad, 7,007,105) on a 2100 Bioanalyzer platform (Agilent). For CDNA synthesis starting from 1 to 10 ng total RNA, SMARTer Ultra low Input RNA kit (Clontech, 634,936) was used and processed according to the manufacturer’s protocol. The transcribed DNA was sheared into fragments of 200–600 bp using Bioruptor Pico sonication device (Diagenode). Subsequently, the library preparation for Next Generation Sequencing has been carried out according to the Illumina standard protocol using the KAPA Hyper prep kit (KAPA Biosystems). Raw FASTQ data was cleaned from ribosomal RNA using Bowtie [10] and the sequencing reads with quality score higher than 15 were chosen for subsequent analysis. Processed reads were aligned to the human genome (hg38) using STAR aligner with default parameters [2]. Human uniquely mapped reads were annotated and counted against the human genome using HTSeq-count [1]. The data table was constructed based on the empirical counted reads. Subsequently, to obtain the differentially expressed genes between conditions, size factor normalization and pair-wise negative binomial test were used within the DESeq2 package [11]. Genes with expression difference of twofold change and *p*-value < 0.05 were considered to be differentially expressed. Heatmaps of variable genes were created with ComplexHeatmap package [4]. The enrichR package for R was used for the database query and visualization of the enrichment results [8].

### Statistics

Statistical analysis was performed using GraphPad Prism version 9.4.1. *P*-values smaller than 0.05 were considered significant.

## Results

### Monitoring invasion and therapy response in 3D spheroid culture

To quantify invasion and therapy response in 3D spheroid culture in all compartments, including (i) the core, (ii) the margin to the collagen matrix (rim), and (iii) the invasion zone, microscopic imaging with single-cell resolution reaching the depth of the spheroid core was performed. Cell detection inside the core is hampered by light scattering [21]. In native samples scanned by confocal microscopy, without optical clearing, tumor cell nuclei were reliably detected within 20–40 µm of imaging depth from the upper spheroid border (Fig. 1c). To overcome light scattering and absorption by the 3D sample, refractive index matching by the EtOH-ECi protocol was applied (Fig. 1a), which resulted in efficient optical clearing (Fig. 1b) and reduced signal scattering at higher imaging depth (Fig. 1d). Clearing improved the SNR and allows more than two-fold imaging depth compared to uncleared samples (Fig. 1e).

The ECi procedure results in notably decreased fluorescence intensity of fluorophores and fluorescent proteins due to the sample preparation steps [12]. Fluorescence can be preserved by shortening the duration and decreasing the temperature of dehydration (4 °C) as well adjustment of EtOH-water solutions to pH 9 to decrease the destabilization of fluorescent probes/proteins [14]. Optical clearing protocols are still being optimized and should be adapted to the experimental requirements. For example, alternative dehydration agents can be considered, e.g., using tert-butanol or 1-propanol [12, 19].

### Analysis of therapy response

Confocal imaging of cleared samples allowed to detect the effect of irradiation (single dose, 4 Gy) on cell invasion and survival at single cell level (Fig. 2a, b). Within 7 days of 3D spheroid culture, cells disseminated up to 850 µm into the collagen matrix (Fig. 2b). Concurrently, the initial volume of spheroid was near-completely depleted of cells, with a small cell-dense residual tumor mass (core) connected to the concentric rim along the previous spheroid-collagen interphase **(**Fig. 2b; Suppl. Figure 1). The invading cells were polarized with long actin-rich protrusions in radially orientation from the spheroid center and gradually decreasing cell density towards the invasion front (Fig. 2b).

**Fig. 2:**
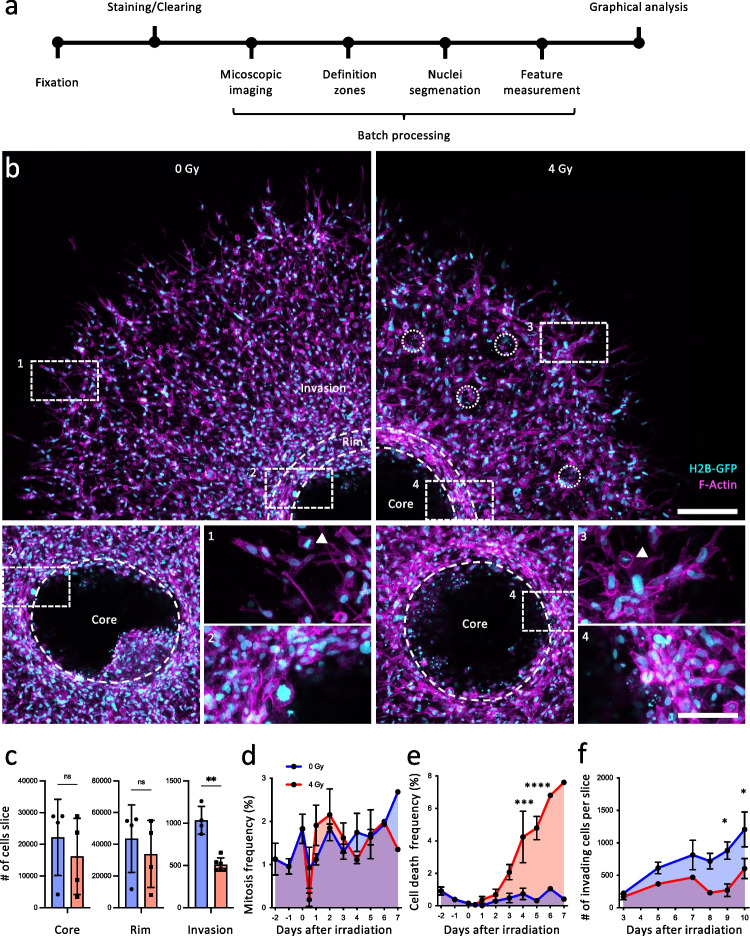
3D microscopy and analysis of invading cancer cells. **a** Timeline of image acquisition and analysis. **b** MV3 spheroids at the endpoint on day 7 of rat-tail collagen I culture after irradiation with 0 or 4 Gy irradiation on day 2. Z-projection of three slices with interslice distance of 10 µm. Circles indicate apoptotic events. Arrowheads indicate mitosis. Scale bar, 200 µm (overview), 65 µm (inset). **c** Absolute number of cells in the complete core and rim, and in three central slices of the invasion zone 7 days after embedding with 0/4 Gy irradiation on day 2. *n* = 4–6 spheroids. **d** Mitosis frequency and **e** cell death frequency over time. *n* = 15 spheroids. **f** Absolute number of invading cells in the invasion zone over time with 0/4 Gy irradiation. *n* = 2–4 spheroids. *p < 0.05, **p < 0.01, ***p < 0.001, *p < 0.0001; where significance is not indicated *p* > 0.05. Mann–Whitney test was used for panel c and two-way ANOVA for d, e, and f

After irradiation, the number of cells in the invasion zone was reduced by 50% and the invasion distance was reduced by approximately 100 µm, compared to sham-treated cultures (Fig. 2b, c). The frequency of mitosis by day 7 (5 days post-irradiation) was comparable between both conditions (Fig. 2b, d). However, in the invasion zone the frequency of cells in S/G2/M-phase compared to the core was increased (Suppl. Figure 2). The frequency of cell death, detected as fragmentation of nuclei, which ranges below 1% in the invasion zone of control cultures at early time points, was increased to 8%, when monitored 7 days after irradiation (Fig. 2e). Irradiation neither affected the residual cells located in the previous spheroid core nor the cell-dense rim, whereas the cell number in the invasion zone was decreased by 50% (Fig. 2b, c). However, a major subset of invading cells survived and even regained the ability to proliferate 10 days after irradiation (Fig. 2f). Whereas the effect of single-dose irradiation in the invasion zone was reliably detected, the effects on the spheroid core were non-conclusive, due to cell depletion under control conditions after cumulative 7 days of culture, which is a physiologically irrelevant phenomenon compared to intact tumors which lack regions of cell depletion.

### Differential transcriptional regulation in core and invasion zone

To explore the respective differential signaling programs present in the spheroid core and invasion zone, we performed image-guided microdissection of both zones 2 days after spheroid embedding and performed bulk RNAseq (Fig. 3a). 

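The bulk RNAseq data came from MV3 cells, an established human melanoma line, grown as spheroids of 50000 cells in collagen I and dissected on day 2. The core was taken with a 1 mm punch and the surrounding invasion zone with a 3 mm punch. There were 2 libraries per zone, numbered 1 and 2 in each. The authors removed ribosomal RNA reads, aligned the remaining reads to hg38 with STAR and counted the uniquely mapped reads on each gene with HTSeq-count, and the deposited table holds these raw counts for 56306 gene rows without normalization. The strand setting and the annotation release of the counting are not given in the sources used here. The core libraries had 36363358 counts (replicate 1) and 14983135 counts (replicate 2), and the invasion zone libraries had 37591782 counts (replicate 1) and 11789243 counts (replicate 2), so that both replicate 2 libraries were the shallower ones. The 10 most abundant genes took 5.58% and 5.15% of the counts in the core libraries and 4.70% and 4.25% in the invasion zone libraries. Libraries of the same zone were not duplicates of each other. Their counts over the genes differed by more than sampling noise, with a chi-square of 37.9 per degree of freedom between the core libraries and 35.2 between the invasion zone libraries. For the values reported with the results, counts were scaled by the trimmed mean of M values (TMM), with factors between 0.985 and 1.009, and are given as normalized CPM, the counts scaled to a common library size. The invasion zone was compared with the core by limma with voom precision weights, without a replicate term, over 15529 genes that reached 10 counts at the median library size in at least 2 libraries and 15 counts in total. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction. The same test with the replicate number as a block is given beside it where it changed a call. The number of calls changed with the count filter, the term for the replicate, the adjustment of the p-value and the libraries left out. Tests that model the counts directly were not run, so the choice of test was compared only within limma.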

The core, which showed no signs of cell depletion at this time point, was physically isolated by punch biopsy, with the intact invasion zone remaining in the collagen environment (Fig. 3b). 

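Among the 15529 genes tested, limma voom with Benjamini-Hochberg adjustment called 0 genes higher and 0 genes lower in the invasion zone than in the core (2 libraries per zone), and the smallest adjusted p was 0.100. At an unadjusted p under 0.05 with the same 2-fold change, 514 genes were higher and 953 genes were lower in the invasion zone. The limma-trend test on the log2 CPM, without precision weights, also called 0 genes in either direction after adjustment. Both invasion zone libraries lay above both core libraries for 4363 genes and below both for 4699 genes, together 58.4% of the genes tested. Chance gives 33.3% if the 4 libraries are exchangeable, which ignores that same-numbered libraries deviated together. With the replicate number as a block in the same test, 575 genes were higher and 1088 genes were lower (smallest adjusted p = 8.53e-07). Leaving out any of the 4 libraries gave calls without the block, so the count does not single out a library. The moderated test had 5.61 degrees of freedom with all 4 libraries and 12.5 to 14.6 in these fits. What raised the count was not tested. Without core replicate 1 there were 4 higher and 64 lower genes, without core replicate 2 there were 611 and 713, without invasion zone replicate 1 there were 552 and 759, and without invasion zone replicate 2 there were 73 and 150, where the lone library of a zone was assumed to vary like the other zone.

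**Figure D1:**
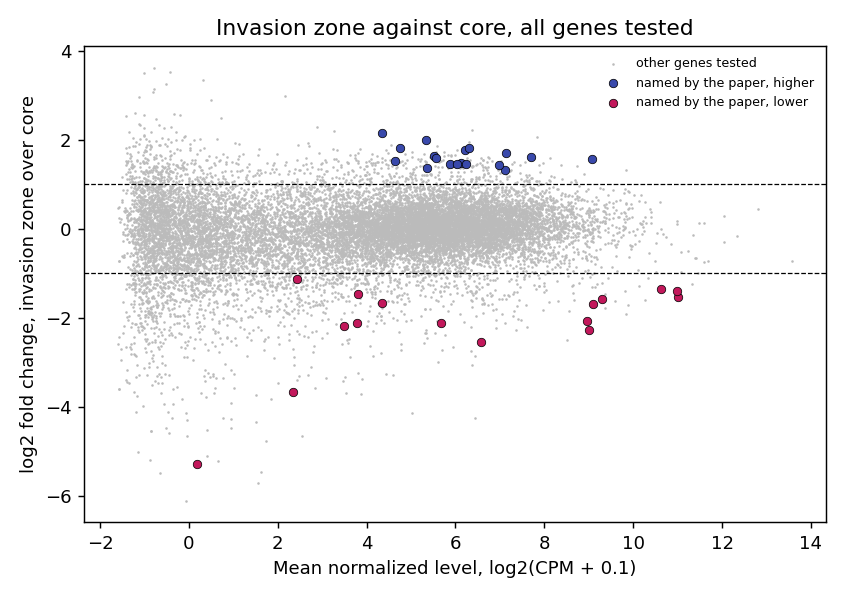
Each point is a gene, with its mean normalized level over the 4 libraries as log2(CPM + 0.1) on the horizontal axis and the log2 fold change of the invasion zone over the core on the vertical axis. Blue and red points are the 18 and 16 genes that the paper names in upregulated and downregulated pathways, and dashed lines mark a log2 fold change of 1 in either direction, beyond which these named genes lie.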

After cell harvesting and differential RNA expression analysis, 96 upregulated and 174 downregulated genes between differentially expressed core and invasion zone (Fig. 3c). The downregulated genes were found to be enriched in the *focal adhesion* (PDGFRB, COL1A1, MAPK10, LAMA5, ITGA10, ITGB3, COL6A2, COL6A1, FN1, VEGFA), *ECM-receptor interaction* (COL1A1, LAMA5, ITGB3, COL6A2, ITGA10, COL6A1, FN1), PI3K-Akt (PDGFRB, LAMA5, CSF3R, ITGB3, FN1, VEGFA, COL1A1, EFNA1, BCL2L11, ITGA10, COL6A2, DDIT4, COL6A1), and *FoxO signaling* (MAPK10, BCL2L11, CCNG2, SOD2) pathways. 

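All 16 genes named in these pathways were lower in the invasion zone by at least 2-fold, with a median log2 fold change of -1.89 and both invasion zone libraries below both core libraries for each. None passed the adjusted threshold over all genes tested, where their adjusted p ranged from 0.100 to 0.185 (limma voom, Benjamini-Hochberg). With the replicate number as a block, 16 of 16 passed, at an adjusted p from 8.53e-07 to 0.0112. Each had an unadjusted p under 0.05 without the block, and 16 of 16 passed when adjusted over the list alone, which is not independent evidence because the genes were chosen on the same libraries. The median log2 fold change was -1.55 for the 10 focal adhesion genes, -1.52 for the 7 ECM-receptor interaction genes, -1.69 for the 13 PI3K-Akt genes and -1.89 for the 4 FoxO signaling genes. FN1 (ENSG00000115414, chromosome 2 of GRCh38, 215360440 to 215436073) encodes fibronectin and had 2280 ± 602 CPM (SD, n = 2) in the core and 900 ± 272 CPM in the invasion zone, a log2 fold change of -1.35 (standard error 0.28). VEGFA (ENSG00000112715, chromosome 6, 43770184 to 43786487) had 801 ± 132 CPM in the core and 199 ± 97.1 CPM in the invasion zone, a log2 fold change of -2.09 (standard error 0.36). SOD2, listed under an identifier that GENCODE release 44 no longer holds, fell from 850 ± 288 CPM to 178 ± 82.3 CPM, and DDIT4 (chromosome 10, 72273919 to 72276036) fell from 164 ± 53.6 CPM to 26.3 ± 15.2 CPM. CSF3R (chromosome 1, 36466043 to 36483278) was near the detection limit, with 104 counts in the core libraries together and 2 in the invasion zone libraries together, a core to invasion zone ratio of 50.5 (exact 95% interval 13.6 to 422, which covers counting error only). MAPK10 (chromosome 4, 85990007 to 86594625) had the smallest change, a log2 fold change of -1.13 (standard error 0.44), which moved between -2.13 and -0.67 with each library left out in turn. Without invasion zone replicate 2, 5 of the 16 genes changed by less than 2-fold, namely MAPK10 (-0.67), COL6A2 (-0.84), COL6A1 (-0.88), ITGA10 (-0.88) and LAMA5 (-0.92). ITGB3 shares 2266 of its 6829 exonic bases with a readthrough gene on the same strand, and MAPK10 and BCL2L11 share 1310 of 42623 and 727 of 6742 with genes on the opposite strand, so that the counting could have split or dropped their reads.

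**Figure D2:**
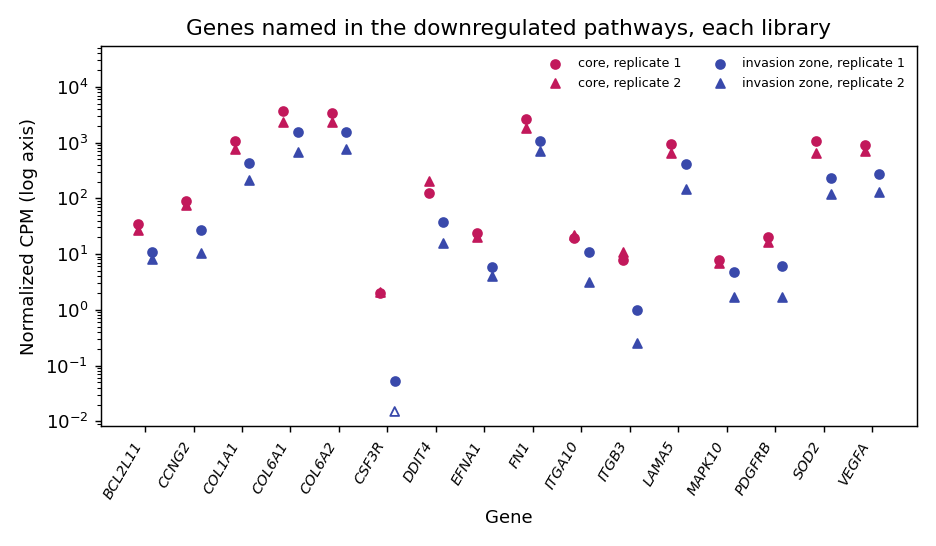
Normalized CPM on a log axis for the 16 genes named in the downregulated pathways, with circles for replicate 1 and triangles for replicate 2 of the core (red) and the invasion zone (blue). The open triangle marks a value of 0 (CSF3R in invasion zone replicate 2), drawn at the bottom of the axis. In each gene both blue points lie below both red points.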

Among the top pathways enriched in the upregulated genes, *cell cycle* (CCNA2, ORC6, CDC45, E2F1, BUB1B, MCM5, TTK, PKMYT1, CDC25A, MAD2L1), *cellular senescence* (CCNA2, SERPINE1, E2F1, MYBL2, FOXM1, CDC25A), *p53 signaling* (RRM2, SERPINE1, GTSE1), and *Hippo signaling* (SERPINE1, ID1, BIRC5, FGF1) were found (Fig. 3d). 

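All 18 genes named in the upregulated pathways were higher in the invasion zone by at least 2-fold, with log2 fold changes between 1.31 and 2.16 and a median of 1.58. Both invasion zone libraries exceeded both core libraries for each of them. Their adjusted p over all genes tested lay between 0.100 and 0.120 (limma voom, Benjamini-Hochberg), so 0 of 18 passed, whereas 18 of 18 passed with the replicate number as a block (adjusted p from 2.24e-06 to 0.00016). Without the block, 18 of 18 had an unadjusted p under 0.05 and 18 of 18 passed when adjusted over the list alone, again on the libraries from which the paper chose them. The median log2 fold change was 1.50 over the 10 cell cycle genes, 1.54 over the 6 cellular senescence genes, 1.56 over the 3 p53 signaling genes and 1.81 over the 4 Hippo signaling genes. E2F1 (ENSG00000101412, chromosome 20 of GRCh38, 33675477 to 33686385) had 35.8 ± 16.9 CPM (SD, n = 2) in the core and 112 ± 32.4 CPM in the invasion zone, a log2 fold change of 1.77 (standard error 0.36). RRM2 (ENSG00000171848, chromosome 2, 10120698 to 10211725) had 71.8 ± 26.7 CPM in the core and 182 ± 1.54 CPM in the invasion zone, a log2 fold change of 1.43 (standard error 0.26). FGF1 (ENSG00000113578, chromosome 5, 142592178 to 142698070) had the largest log2 fold change of the 18, 2.16 (standard error 0.45). MCM5 (ENSG00000100297, chromosome 22, 35400134 to 35425431) had the smallest, 1.31 (standard error 0.36). Without core replicate 1, 8 of the 18 genes changed by less than 2-fold, namely BUB1B (0.75), TTK (0.78), MCM5 (0.83), CDC25A (0.86), CCNA2 (0.89), BIRC5 (0.96), MAD2L1 (0.96) and FOXM1 (0.99). PKMYT1 shares 1585 of its 4974 exonic bases with genes on the opposite strand, FOXM1 782 of 4919 and CCNA2 254 of 2748, and BUB1B shares 457 of 4463 with genes on its own strand, which leaves their counts less certain.

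**Figure D3:**
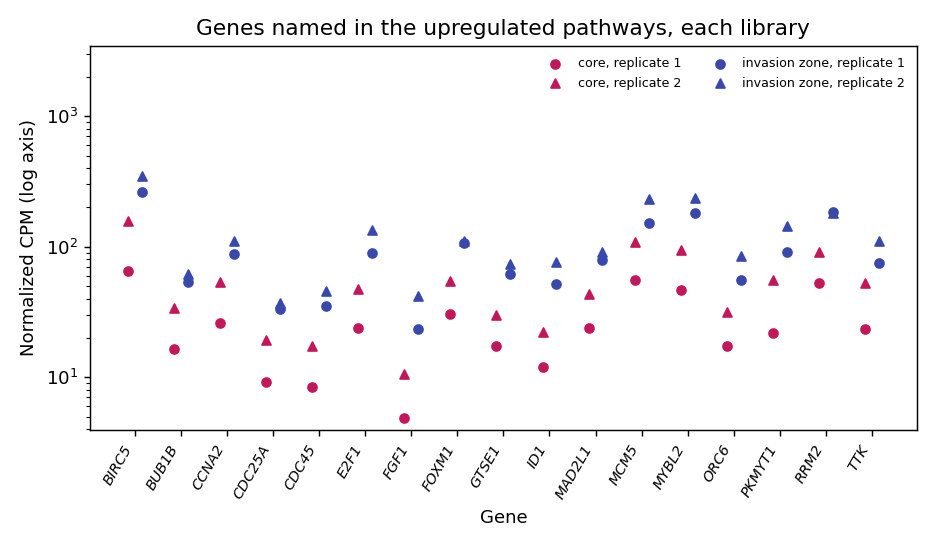
Normalized CPM on a log axis for 17 of the 18 genes named in the upregulated pathways (1 is not reported here by itself and is not drawn), with circles for replicate 1 and triangles for replicate 2 of the core (red) and the invasion zone (blue). Both blue points lie above both red points in each of these 17 genes, and the replicate 2 point of the core lies above that of replicate 1.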

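Beyond single genes, the cell cycle was examined with an S phase list of 43 genes and a G2/M list of 54 genes, both fixed before the data were examined. The median log2 fold change of the invasion zone over the core was 1.28 for the S phase list, in which 43 of 43 genes were higher in the invasion zone, and 1.29 for the G2/M list, in which 54 of 54 genes were higher. Both lists passed limma's camera test with a preset inter-gene correlation of 0.01, adjusted over the 6 lists tested (adjusted p = 4.56e-22 and 2.32e-23). These tests have no replicate block. The preset is far under the correlations estimated for the S phase and G2/M lists, 0.69 and 0.78 without the block and 0.65 and 0.93 with it. The p-values with the preset thus treat genes that varied together as nearly independent, and overstate the evidence if the estimates hold. With the block, camera with the preset correlation gave adjusted p = 1.67e-22 and 6.15e-27. Neither list passed under fry without the block (adjusted p = 0.0591 and 0.0789). Fry with the block, a test chosen after the data were seen, gave adjusted p = 0.17 and 0.193. It has 1 residual degree of freedom, passed none of the 6 lists and does not decide between them. Camera with the correlation estimated from the data (0.69 and 0.78 without the block, adjusted p = 0.232 for both) rests on 2 residual degrees of freedom, passed none of the 6 lists whatever their correlation, and does not decide between them. Both invasion zone libraries lay above both core libraries for 43 of the S phase genes and 53 of the G2/M genes. The S phase and G2/M lists each hold 3 of the genes that the paper names, and without all the genes that its text or Fig. 3c names, the smaller of the 2 medians was 1.19. Gene expression was measured in bulk RNA, so these values do not give the share of cells in each phase.

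**Figure D4:**
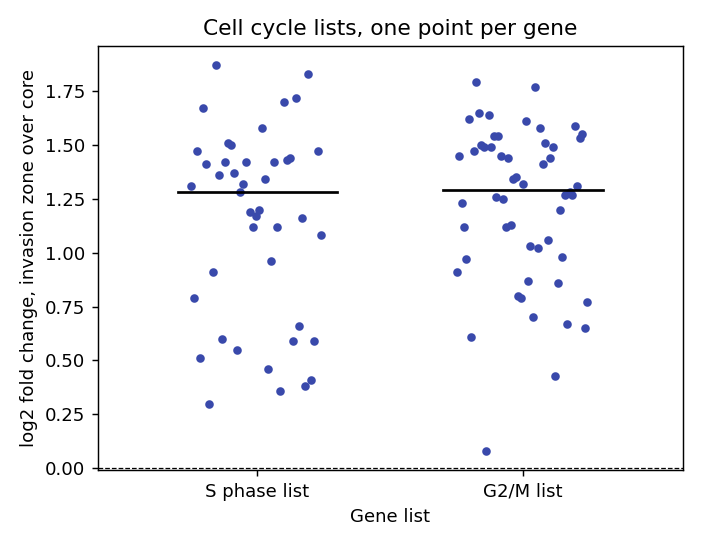
Each point is a gene of the S phase list or the G2/M list, with its log2 fold change of the invasion zone over the core on the vertical axis. The black lines are the medians, 1.28 and 1.29, and the dashed line marks no change, above which lie all 43 and 54 genes.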

The upregulation of cell cycle-related genes correlated with increased frequency of invading cells in S/G2/M-phase compared to non-invading cells (Suppl. Figure 2). Thus, significant gene expression regulation of cell-cycle- and survival-associated pathways was detected in the invasion zone of collagen-based 3D spheroid culture.

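The 34 genes that the paper names moved in the direction it gives in both replicates, and each changed by at least 2-fold over the 4 libraries, though 8 of them fell under 2-fold without core replicate 1 and 5 without invasion zone replicate 2. In limma voom with 2 libraries per zone, 0 of them passed the adjusted threshold without the replicate block and 34 with it. From the genes that passed its 2-fold and p-value thresholds, the paper queried pathway databases with enrichR, found cell cycle, senescence, p53 and Hippo terms among the upregulated genes and adhesion, matrix, PI3K-Akt and FoxO terms among the downregulated genes, set the cell cycle genes beside the higher frequency of invading cells in S/G2/M-phase, and concluded that pathways of the cell cycle and of survival are regulated in the invasion zone. The enrichment itself was not repeated here, because the pathway gene sets were not used here.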

**Fig. 3:**
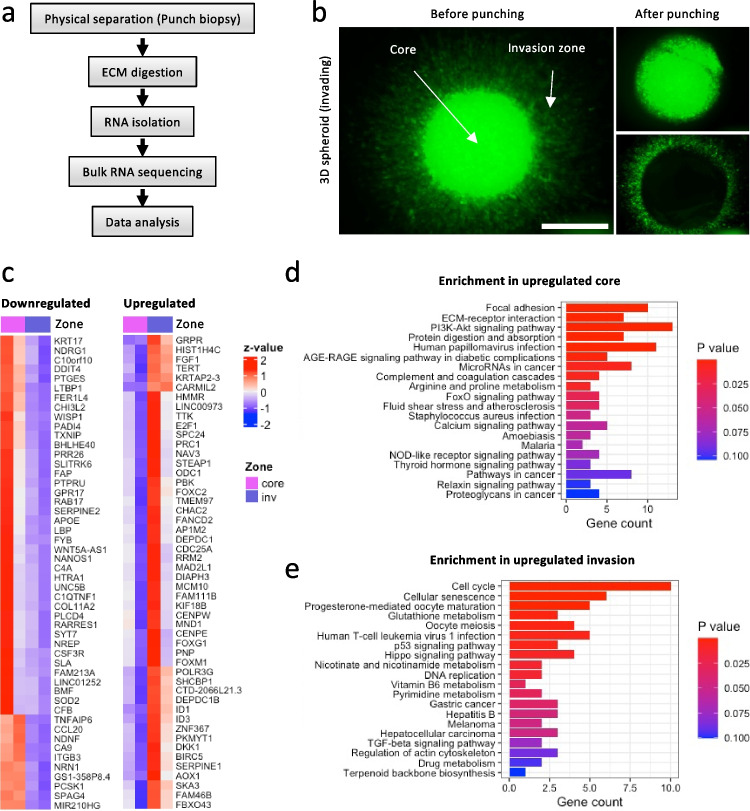
Differential gene regulation in invading cancer cells. **a** Flow chart of sample processing for cell isolation and RNA sequencing. **b** MV3 spheroids 2 days after embedding in collagen I before and after separation with 1 mm biopsy punch imaged by binocular microscopy. Scale bar, 700 um (**c**) Down- and upregulated genes in invading cells compared to the non-migratory core 2 days after collagen I embedding, *n* = 2. Enriched KEGG pathways for downregulated (**d**) and upregulated genes (**e**) in invading cells

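The gene labels of the heatmaps, read by eye, were compared with the log2 fold changes of the 2 libraries per zone. All 50 labels of the downregulated panel and all 50 of the upregulated panel matched a gene in the table that was tested. The direction was that of the panel for 50 of 50 and 50 of 50 genes, and the change was at least 2-fold for 49 and 49 of them. The exceptions, seen after their values were known, were GS1-358P8.4 (log2 fold change -0.92) and HIST1H4C (0.96). No test was run on these labels.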

## Discussion

Optical sectioning of focal planes within light-scattering 3D specimens is enabled by EtOH-ECi-based optical clearing. This protocol retains most of the fluorescence of many fluorophores and fluorescent proteins and further does not involve harmful or corrosive chemicals [7]. The ECi-clearing procedure takes only hours and can therefore easily be implemented in workflows with broad applicability in routine laboratory environments and microscopy facilities. In the future, optimization of dehydration solvents (e.g., isopropanol) [12] will increase fluorescence retention. ECi-resistant 48 well plates are currently not commercially available and storage in those instead of Eppendorf tubes is desired for faster sample handling. Here, cancer cells stably expressed the reporter gene H2B-GFP for the visualization of nuclear integrity or fragmentation without further need of nuclear labeling, as described [5]. In addition, EtOH-ECi clearing can be combined with phalloidin and antibody labeling, which ensures broad applicability towards investigating proteins and structures of interest [7]. The refractive index matching of ECi precludes the detection of collagen fibers by reflection imaging, however fluorescently pre-labeled collagen or collagen-specific antibody staining for ECM visualization might be used [3]. Mitosis, cell death, cell number, and morphology can be studied and combined with specific labeling strategies to further study proteins of interest.

MV3 melanoma cells are highly migratory and emigrated effectively from the initial spheroid, resulting in near-complete cell depletion of the spheroid core. With the emergence of hollow zones in the spheroid core, which can be considered as non-physiological consequence of cell exhaustion due to excessive invasiveness in the in vitro model, the physiological relevance of therapy effects on the tumor core may be limited.

Similar to in vivo outcomes, where invading cancer cells gain integrin αV/β1 dependent resistance to radiotherapy [5], we aimed to recapitulate invasion-associated acquired radiation resistance in long-term 3D culture model and detected tumor cell survival 5 days post-radiotherapy. Collagen may represent a minimal tissue equivalent to model integrin-dependent and other pathways of invasion associated cell survival and therapy resistance [22].

Enrichment of non-migratory and invading cancer cells allows to investigate differential regulation by next-generation sequencing techniques (e.g., RNAseq and single-cell RNAseq). Separation of the core requires larger spheroids in culture (10 × higher cell number compared to spheroids in invasion culture). This size difference may alter the signaling states in invading cells or the core, and therefore potentially affect the match between transcriptomic analysis and functional readout in invasion culture. Furthermore, the zonal separation was performed by vertical dissection, thus contamination of invading cell subsets at apical and basal poles of the culture may be retained in the core biopsy. In addition to bulk sequencing, performed here, invading spheroids could be molecularly profiled by single-cell RNA sequencing. The zones or subpopulations could then be separated virtually by graph-based clustering approaches [23]. Invasion-associated regulation of cell cycle, cellular senescence, and hippo signaling may be associated with cell adhesion signaling and altered mechanotransduction in invading cells, including signaling through integrins, FAK, ILK, YAP, and other pathways [6, 18, 22].

As a minimal tissue-equivalent 3D culture model, this assay can be used to investigate the invasion-specific response to treatment and is suitable for functional drug screening. Enriched pathways indicate that invading cells alter their molecular programs which not only may affect cell motility but also cell division, repair, stemness, and survival signaling. This is in line with altered therapy response in invading tumor subsets and underlines the importance to study shared mechanisms of invasion and resistance signaling [22]. The 3D spheroid-based molecular characterization by bulk or single-cell RNA sequencing offers insights in differential regulation in invading cancer cells upon treatment and can therefore be used as discovery tool.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

The RNAseq datasets generated during the current study are available in the GEO repository (GSE215750). Image analysis macros are available in the GitHub repository (https://github.com/ftoenisen/3D_invasion_therapy_response).

# Supplementary material for: 3D spheroid culture to examine adaptive therapy response in invading tumor cells
**Source:** In Vitro Model. 2023 Mar 15;1(6):463–71. doi: 10.1007/s44164-022-00040-x
**Supplement:** Supplementary file 1 — Supplementary file1

Supplementary Figure 1

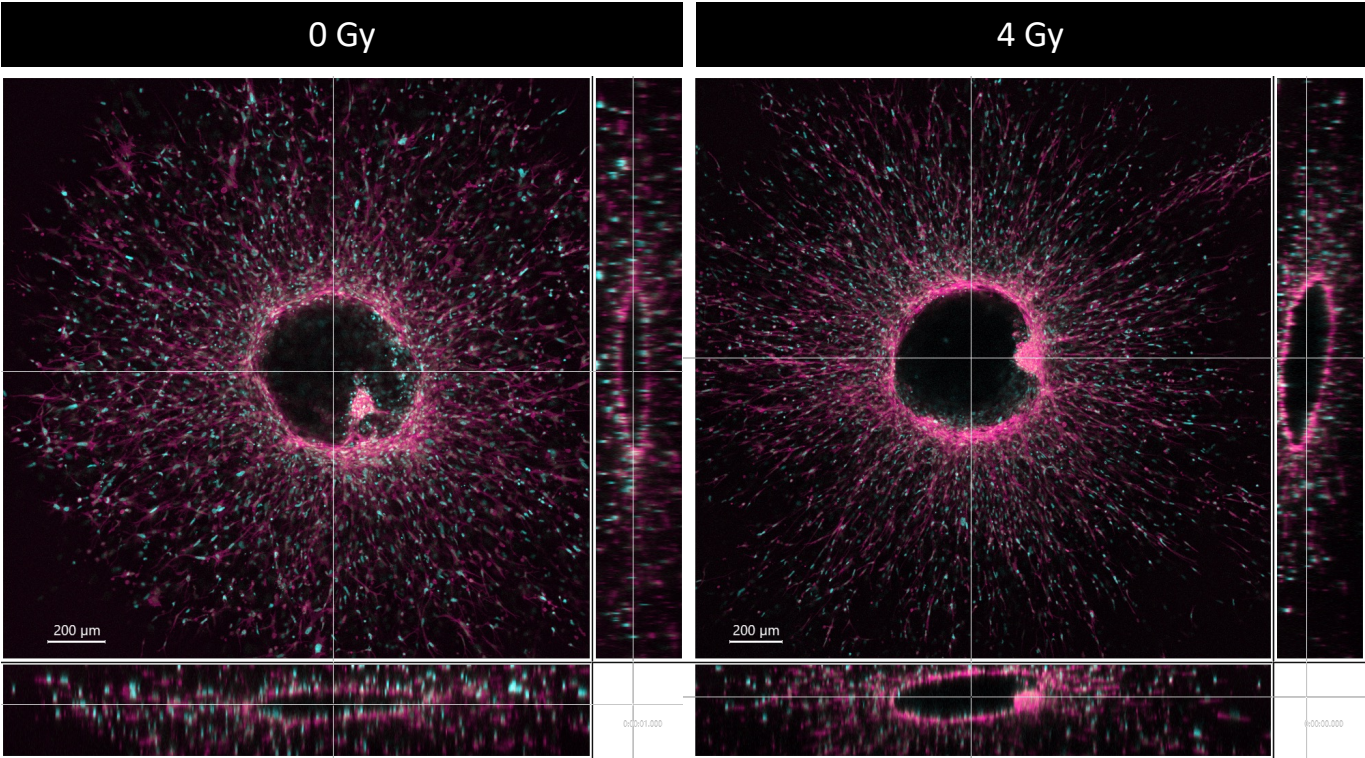

Supplementary Fig. 1 3D reconstruction of invading spheroids  
3D reconstruction and lateral views of MV3 spheroids at the endpoint on day 7 of rat-tail collagen I culture after irradiation with 0 or 4 Gy irradiation on day 2. cyan = H2B-GFP, magenta = F-actin.

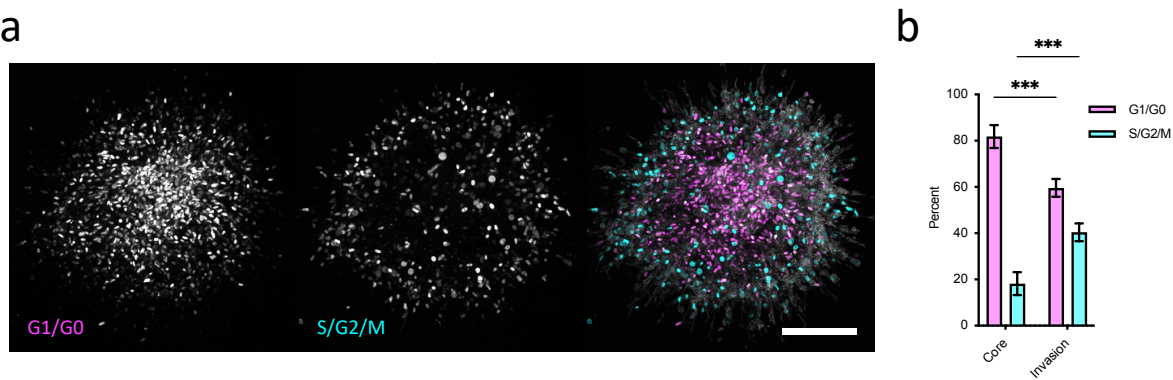

Supplementary Fig. 2. Cell cycle analysis in invading cancer cells  
a) MV3 spheroids expressing FUCCI sensor 2 days after embedding in collagen I. b) Frequency of cells in G1/G0 and S/G2/M phase per zone. n = 15 spheroids. Scale bar, 200  $\mu$ m. Two-way ANOVA was used for the statistical analysis. \*\*\*p<0.001.

How the deposited data were processed for this re-analysis (not part of the article)

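The data are bulk RNAseq counts from the core and the invasion zone of MV3 melanoma spheroids 2 days after embedding in collagen I, with 2 libraries per zone and 4 libraries in all. The values deposited by the authors are raw counts. Before depositing these counts, the authors removed ribosomal RNA reads with Bowtie, kept reads with a quality score above a minimum, aligned them to hg38 with STAR at default parameters and counted uniquely mapped reads per gene with HTSeq-count. Tool versions, the annotation release and the strand setting are not given in the sources used here. The authors then used DESeq2 with size factors, a 2-fold change and a p-value threshold, and the paper's text does not say whether that p-value was adjusted. No column of per-sample values was left unused.

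The table has 56306 gene rows, of which 2 repeated rows without any count were left out. Each column was assigned to its sample by the zone and replicate in its name. Counts are separated by semicolons in the table, a format that the automatic unit check of this work did not read as counts, so the unit was recorded as other although the values are whole-number counts. For that reason the test set in advance, the quasi-likelihood test of edgeR, was not run, and limma was used instead of edgeR. The alternatives in DESeq2 were not run either. This departure from the test set in advance was made before any test result was seen. In R 4.3.3 with limma 3.58.1, genes were kept if they reached 10 counts at the median library size in at least 2 libraries and 15 counts in total, which left 15529 genes. Library sizes were scaled by TMM factors computed by the published formula, log2 CPM and precision weights came from voom, and the zones were compared by limma's moderated test with Benjamini-Hochberg adjustment over the 15529 genes. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The paper's methods take the core and then the corresponding invasion zone from a dissected spheroid, and the libraries of a replicate number carry consecutive library numbers, which was read as pairing the same-numbered libraries, although the sources used here do not state that the replicate number marks a shared spheroid, batch or day. Same-numbered libraries deviated together from their zone means, with a correlation of 0.56 across genes in the voom values, over 2 pairs. The test without a replicate term, set in advance, is reported first, and the test with the replicate number as a block beside it where it changed a call.

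The lists tested by camera, with a preset inter-gene correlation of 0.01 and adjustment over 6 lists, were the S phase, G2/M, hypoxia, YAP target, p53 target and immediate-early lists, written before the data were examined. The hypoxia list leaves out every gene that the paper's text or Fig. 3c names. The rule for named genes, also set before the data were examined, took the 34 genes in the paper's text and up to 5 called genes in each direction. As the test called none, the rule names only these 34, of which 1 is not reported here by itself, and any other gene is said to be chosen after its values were seen. Gene positions came from GENCODE release 44 on GRCh38, which holds 98.1% of the table's identifiers. GC content and length of the canonical transcript were known for 99.1% of the tested genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

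The procedure was also run on simulated data, after first fits to the real data had been looked at, with counts drawn for the 15529 genes from the real means and library sizes and 200 genes changed between 2 invasion zone and 2 core libraries. The changed genes were drawn from those with higher counts and each changed by more than 2-fold. Without a replicate shift, 199 of the 200 changed genes and 0 unchanged genes were called. With a replicate shift of the size seen in the data, shared by both zones and unrelated to the zone difference, 0 of the 200 were called without a replicate term, and 198 of the 200 with 6 unchanged genes were called with it.

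Depth differed between replicates, with 36363358 and 37591782 counts in the replicate 1 libraries and 14983135 and 11789243 in the replicate 2 libraries, and intervals from counts cover counting error only. The alternatives set in advance that were run are RLE and upper-quartile scaling, no count filter beyond 1 count in total, at least 10 counts in every library, a replicate block, each library left out, unadjusted p, no fold change minimum, fry, camera with an estimated correlation, and the cell cycle lists without the genes the paper names. Limma-trend, a correction for GC content and length with and without the replicate block, thinning all libraries to the smallest total, and fry and camera with the estimated correlation with the replicate block were added after the data were seen. With an estimated correlation, camera takes its p-value from a t distribution on the residual degrees of freedom, 2 without the block and 1 with it, so its failures were not used to weigh the lists. The pathway enrichment was not repeated, because its gene sets were not used here.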

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

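The comparison with oxygen was set before the data were examined, and the tests of GC content and length, of the replicates and of fry with the replicate block were chosen after the result was seen. The rule for weighing the set tests was changed 3 times after results were seen. One version, which used only camera with the preset correlation, would have counted the expectation of lower oxygen as met, and the version used here asks for camera with the preset correlation and fry, each with and without the replicate block. No list met the version used here, because fry with the replicate block passed none.

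The paper does not discuss hypoxia. A list of 30 hypoxia-inducible factor targets, without any gene that the paper's text or Fig. 3c names, was lower in the invasion zone than in the core, with a median log2 fold change of -1.11 over the 29 genes tested, and it was singled out as a signal in genes outside those the paper discusses. All 29 genes had a negative log2 fold change, and for 26 of them both invasion zone libraries lay below both core libraries. The list passed limma's camera test with the preset correlation (adjusted p = 1.09e-17) and fry (adjusted p = 0.0165). With the replicate block it passed camera with the preset correlation (adjusted p = 9.69e-18) but not fry (adjusted p = 0.118), which then has 1 residual degree of freedom and passed none of the 6 lists. Of the technical explanations, bias by GC content and transcript length is argued against by a median of -1.0 after each library's trend on both was removed (-1.01 with the replicate block as well). The median of 0.06 for replicate 2 minus replicate 1 decides nothing about a difference between the replicates, because members went both ways and each zone holds 1 library of each replicate. A replicate difference shared by both zones cannot produce the zone difference in this design, and the median zone difference was -1.04 within replicate 1 and -1.24 within replicate 2. Lower oxygen in the core is a hypothesis that the median of -1.11 leaves open. The list passed camera with the preset correlation, the test set in advance but run on voom values in place of edgeR's. It also passed fry without the block, but the data hold no measure of oxygen. Fry with the replicate block passed none of the 6 lists, so its failure does not weigh against this one. Other causes of the same response, such as acidity, nutrient supply or the time between dissection and freezing in each zone, were not tested and stay open.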

How the results depend on the processing

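Limma-trend, the GC and length correction, with or without the block, and the thinning to the smallest library were chosen after seeing the data. The edgeR quasi-likelihood test set in advance, its likelihood ratio and legacy forms, and DESeq2 with adjusted and unadjusted p were not run. The hypoxia list held none of the genes the paper names, so it had no version without them.

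The numbers of higher and lower genes, 0 and 0, stayed at 0 and 0 with RLE scaling, upper-quartile scaling, at least 10 counts in every library, no fold change minimum, limma-trend, the GC and length correction and thinning. They were 514 and 953 at an unadjusted p. Without a low-count filter they were 134 and 172 over 32869 genes, where the smallest adjusted p was 0.00820, and the cause was not tested. With each library left out they ranged from 4 to 611 higher and from 64 to 759 lower genes. Without core replicate 1 there were 4 and 64, without core replicate 2 there were 611 and 713, without invasion zone replicate 1 there were 552 and 759, and without invasion zone replicate 2 there were 73 and 150. Of the genes at an unadjusted p, 35.0% were higher, against 45.9% after the GC and length correction (647 higher and 762 lower).

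With the replicate block, which pairs the same-numbered libraries, the numbers were 575 higher and 1088 lower genes (34.6% higher), and with the replicate block and the GC and length correction 749 and 913 (45.1% higher). The named upregulated and downregulated genes called were 18 and 16 with the block, and 18 of 18 and 14 of 15 with the block and the correction, under which SOD2 has no value. All 33 with a value stayed past adjusted p 0.05, and 1 fell under 2-fold. In the simulated data, the block recovered changes that the fit without it did not call when the replicates differed by a shift shared by both zones. That shift was identical in both zones and unrelated to the zone difference. In the real data, same-numbered deviations correlated at 0.56, and the zone and replicate differences at r = 0.43. The simulation therefore does not show how many of the 575 and 1088 calls are right. Under camera with the preset correlation, the block changed no call of the 6 lists. Under fry, chosen with the block after the data were seen, no list passed with it, and the adjusted p was 0.17 for the S phase list (median 1.28), 0.193 for G2/M (1.29), 0.118 for hypoxia (-1.11) and 0.118 for YAP targets (0.5). Under camera with the estimated correlation and the block, also added then, the adjusted p was 0.46 for each of these 4 lists at the same medians. These fits have 1 residual degree of freedom and passed no list, so their failures do not weigh against one.

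Of the genes that the paper names, 0 upregulated and 0 downregulated were called, against 18 and 16 at an unadjusted p and 13 and 10 without a low-count filter. With each library left out, 0 to 18 upregulated and 6 to 16 downregulated genes were called. Without core replicate 1 there were 0 and 6, without core replicate 2 there were 18 and 14, without invasion zone replicate 1 there were 18 and 16, and without invasion zone replicate 2 there were 10 and 8. No named gene reversed its direction under any alternative run.

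For the lists, fry and camera with the estimated correlation keep the median and change only the test. The S phase list (median 1.28) and the G2/M list (1.29) did not pass under fry or under the estimated correlation, and the hypoxia list (-1.11) and the YAP target list (0.49) did not pass under the estimated correlation. The p53 target list (-0.25) and the immediate-early list (-0.30) passed under fry only among the set tests. The p53 target list also passed camera without a low-count filter (-0.26) and, with libraries left out, at -0.18 both without core replicate 1 and without invasion zone replicate 2. Camera with the estimated correlation has 2 residual degrees of freedom without the block and passed no list, so its failures do not weigh against one. The cause of the other changes was not tested. With each library left out, the medians ranged from 0.81 to 1.57 (S phase), 0.80 to 1.78 (G2/M), -1.13 to -0.98 (hypoxia), 0.40 to 0.59 (YAP targets), -0.27 to -0.18 (p53 targets) and -0.51 to -0.09 (immediate-early), the lowest S phase and G2/M medians being those without core replicate 1. The immediate-early median was -0.13 without core replicate 1, -0.51 without invasion zone replicate 1 and -0.09 without invasion zone replicate 2. Depth limits the low genes most. CSF3R, with 2 counts in the invasion zone, has a ratio known only between 13.6 and 422.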

Differences from the paper's values

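The paper reports 96 upregulated genes, and the value here is 0, from limma voom with Benjamini-Hochberg adjustment, not the paper's test. The paper reports 174 downregulated genes, and the value here is 0. At an unadjusted p under 0.05 the values were 514 and 953. Of the alternatives set before the data were examined, the test without a low-count filter (134 higher and 172 lower) and the test without invasion zone replicate 2 (73 and 150) were within 1.5 times the paper's values. The others were not, which are RLE scaling, upper-quartile scaling, at least 10 counts in every library and no fold change minimum (0 and 0 in each), the replicate block (575 and 1088), unadjusted p (514 and 953), and the test without core replicate 1 (4 and 64), without core replicate 2 (611 and 713) or without invasion zone replicate 1 (552 and 759). DESeq2, the paper's tool, was not run.

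The paper counts the 34 genes it names as differentially expressed, and 0 of the 34 passed the adjusted threshold here, although all 34 moved in the paper's direction by at least 2-fold over the 4 libraries and at an unadjusted p under 0.05. The named upregulated and downregulated genes were called in 18 and 16 cases with the replicate block and at an unadjusted p, 13 and 10 without a low-count filter, 0 and 6 without core replicate 1, 18 and 14 without core replicate 2, 18 and 16 without invasion zone replicate 1, and 10 and 8 without invasion zone replicate 2. The replicate block with the GC and length correction, chosen after seeing the values, called 18 of 18 and 14 of the 15 that have a value under it.

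Fig. 3c shows HIST1H4C among the upregulated genes and GS1-358P8.4 among the downregulated genes, whose log2 fold changes here were 0.96 and -0.92, in the direction of the figure but under 2-fold. The other 49 labels of each panel reached 2-fold.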

Other observations

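The tests of the replicate difference, of GC content and length, and fry with the replicate block were chosen after the results were seen, while the tests of cycling cells, of handling and of a single library were set before. The p53 and YAP target lists and their other set tests were also set before, but what they would show of p53 or YAP activity was written after. The rule for weighing the set tests was changed 3 times after results were seen. One version, which used only camera with the preset correlation, would have counted the expectations of cycling cells and of YAP activity as met, and the version used here asks for camera with the preset correlation and fry, each with and without the replicate block. No list met the version used here, because fry with the replicate block passed none.

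The difference between replicates resembled the difference between zones. Across the 15529 genes, which are not independent replicates, the replicate 2 minus replicate 1 difference correlated with the invasion zone minus core difference (Pearson's r = 0.43, Spearman's rho = 0.50), and r was 0.71 among the 6534 genes with a mean log2 CPM above 5. In simulated libraries whose replicate shift was unrelated to the zone, r was -0.001. Core replicate 1 and invasion zone replicate 2 were the extremes of the first principal component (77.8% of the variance). The S phase and G2/M lists followed both differences, with medians of 0.49 and 0.59 for replicate 2 minus replicate 1, while the hypoxia list had a median of 0.06 over members that went both ways. Bias by GC content and length is argued against by an r of 0.44 after its removal, and lower depth of the replicate 2 libraries by an r of 0.50 after thinning all libraries to the smallest total. Invading cells retained in the replicate 2 core biopsy may raise the invasion zone genes in that library. The hypoxia list was not lower there than in the replicate 1 core (median 0.12), but this rests on single libraries and leaves the explanation open for that library. Cells retained in a core biopsy would not move the invasion zone libraries, which differed the same way. Their replicate 2 minus replicate 1 medians were 0.21 (S phase) and 0.27 (G2/M), also from single libraries. A difference in culture or in the progress of invasion between the replicates was not tested.

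The S phase and G2/M lists were higher in the invasion zone, and without the genes the paper names the smaller median was still 1.19. With the FUCCI sensor, the paper reports a higher frequency of S/G2/M-phase cells in the invasion zone than in the core. That measurement was not examined here. From the RNA alone, a larger share of cycling cells in the invasion zone is a hypothesis that stays open. Both lists passed camera with the preset correlation, the test set in advance but run on voom values in place of edgeR's. The preset of 0.01 is far under the correlations of 0.69 and 0.78 estimated for these lists. Neither passed under fry without the block (adjusted p = 0.0591 and 0.0789) or with it (0.17 and 0.193), where 1 residual degree of freedom is left. Bias by GC content and length is argued against by a smaller median of 1.31 after the correction, and by medians of 1.30 and 1.31 for the S phase and G2/M lists with the replicate block as well.

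Of the genes that the paper lists under p53 signaling, RRM2 is also in the S phase list and GTSE1 in the G2/M list. A separate list of p53 targets had a median log2 fold change of -0.25 over 22 genes (8 higher and 14 lower), with adjusted p = 0.0723 under camera and 0.0229 under fry, and a median of -0.03 after the GC and length correction (camera adjusted p = 0.2), so higher p53 activity in the invasion zone was not detected, and since members went both ways the test decides neither way. YAP is an effector regulated by Hippo signaling. A list of YAP target genes had a median of 0.49 over 20 genes (15 higher and 5 lower), with adjusted p = 0.00164 under camera and 0.0229 under fry, and with the replicate block 0.000364 under camera but 0.118 under fry, with 1 residual degree of freedom. Higher YAP activity in the invasion zone is a hypothesis that the median of 0.49 leaves open, since fry with the replicate block did not pass and has little power here.

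The immediate-early list, which also holds heat shock genes, was examined as a sign of handling during dissection. It had a median of -0.30 over 16 genes (5 higher and 11 lower). It did not pass camera (adjusted p = 0.181) but passed fry (adjusted p = 0.0199). With the replicate block it passed neither camera (adjusted p = 0.38) nor fry (0.193), which then passed no list. After the GC and length correction the median was -0.11 (camera adjusted p = 0.407). An effect of handling was not established and could not be excluded. Whether one library standing apart sets the number of calls could not be decided, because the number without the replicate block was 0, so that any call counts as a change. Leaving out any of the 4 libraries gave calls, 68 without core replicate 1, 1324 without core replicate 2, 1311 without invasion zone replicate 1 and 223 without invasion zone replicate 2.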
